A study of Mus musculus with 8 samples.

How the data were processed

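RNA of single long-term hematopoietic stem cells (LT-HSC) from the bone marrow of 18-month-old male C57BL/6J mice was measured with mCEL-Seq2. This is a plate-based method in which each well adds a cell barcode and a unique molecular identifier (UMI) to the 3' ends of polyadenylated RNA. Per the labels' protocols, marrow cells without lineage markers were enriched and sorted by surface proteins, as positive or negative for Dlk1, into 384-well plates, and 96 wells were pooled into each library. There were 8 libraries, 4 of Dlk1+ and 4 of Dlk1- cells. Replicates 1 and 2 of both groups lay on plate 5 and replicates 3 and 4 on plate 6, as the names of the deposited tables give it. The labels name no animal for a library, so it is unknown how many mice stand behind each group.

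The values deposited by the authors are estimated counts of transcripts per gene and cell barcode, 1 table per library, with a column for each barcode and a row for each gene symbol detected in that library. They are not scaled for depth. Per the labels' protocols the libraries follow a published protocol with changed reagents, but the aligner, genome build, annotation and read filters are not stated. Every value was checked against the usual correction for UMI collisions: inverting it gave whole UMI counts with a largest distance of 3.64e-12 from a whole number, against a tolerance of 1e-06. The deposited estimated counts were used for library sums and the recovered whole counts for thinning and for shares of cells. The union of the tables held 18174 gene symbols, of which 17407 (95.8%) matched a symbol of GENCODE mouse release 21. That annotation was used only for names and for which genes neighbour each other, and no coordinates are given because the build of the tables is unknown. No row named a spike-in (0 rows), so the ratio of endogenous to spike-in transcripts planned beforehand could not be computed.

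A barcode was kept as a cell when it carried at least 1000 transcripts. This left 245 barcodes in the Dlk1+ and 325 in the Dlk1- libraries, 570 in all. Cells of the Dlk1+ libraries lay on barcodes 1 to 96 and cells of the Dlk1- libraries on barcodes from 97 on, so barcode side and group cannot be told apart. The 4 kept barcodes on the unused side were left in, as the fixed filter required, and their removal was an alternative. No doublet caller was run. Leaving out cells of very high transcript number (over 3 scaled median absolute deviations above the library median on a log scale, 5 cells) was an alternative, as was a limit of 2% on the share of Kcnq1ot1, which removed 0 cells.

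For tests across genes, transcripts were summed over the kept barcodes of each library and rounded. Cells were never treated as replicates of a group. The edgeR quasi-likelihood test written before the data were examined was not run, nor was DESeq2, because the unit of the tables could not be verified automatically. The limma-voom test, planned as an alternative, took its place (limma 3.58.1, R 4.3.3). Library sizes were scaled by trimmed mean of M-values. CPM are transcripts relative to the library total. Genes were kept when their CPM was at least that of a count of 10 at the median library size in at least 4 libraries and the total was at least 15, which left 6028 genes. Group was the only term. P-values were adjusted by Benjamini-Hochberg, with a false discovery rate (FDR) threshold of 0.05. The test was tried on simulated data for the same comparison and 6028 genes, with the libraries' own means and sizes, a dispersion of 0.1 and 200 changed genes. It recovered 0% of genes changed 2-fold, 85% of those changed 4-fold and 100% of those changed 8-fold, with 0, 4 and 8 false calls. The absence of a call therefore sets no limit on changes as small as 2-fold. The dispersion was set and not estimated from these libraries, so the recovered shares hold only if the libraries vary no more than that.

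Gene lists were tested with camera (preset correlation of 0.01) where at least 5 members were tested, with fry and an estimated correlation beside it. There were 17 lists, fixed before the data were examined: imprinted genes, HSC aging, HSC, quiescence, megakaryocyte, lymphoid, myeloid, erythroid, S phase, G2M phase, interferon response, MHC class II, immediate early, Notch pathway, ribosomal proteins, nuclear oxidative phosphorylation and the mitochondrial genome. Dlk1 was in no list. Lists of markers for HSC, megakaryocyte, erythroid, myeloid, B cell, T cell, stroma, endothelium and cycling cells were summed as CPM per library.

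Measures per cell were summarised once per library and compared with a two-sided exact permutation test over the 70 assignments of the 8 libraries, whose smallest possible p is 0.0286. On random values 2.25% of draws reached p of at most 0.05. Shares of cells with a transcript and genes per cell were taken after thinning each cell to 2000 UMIs, which left out 34 Dlk1+ and 18 Dlk1- cells below that number. Wilson intervals (95%) of shares in single libraries cover counting error only. Neighbour mixing was the mean share of a cell's 15 nearest neighbours in other libraries that came from the same group, in 15 principal components of the 1000 most variable genes, without Dlk1, with a one-sided exact permutation test. Clusters were found with the Leiden method (leidenalg 0.10.2, resolution 0.5) on a graph built without Dlk1 and without the called genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and pandas 2.3.3 was used.

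Genes are named by a fixed rule. Dlk1 and its neighbours Meg3, Rian and Mirg always are. Then come up to 5 genes in each direction among those past the FDR threshold with groups that do not overlap and a mean of at least 50 CPM, and up to 5 imprinted genes past the threshold. Genes outside the rule are said to be so. Alternatives covered the scaling, the expression filter, the test, blocks for replicate number and plate, the cell minimum, equal cell numbers, thinning, the graph settings and leaving out each library. Alternatives added after the data were seen left out 10 barcodes, the unused barcode side, or Gm10800 and Gm26870, or used limma-trend, library quality weights or a thinning to 1000 UMIs for the graph. Chi-square per degree of freedom lay between 2.37 and 32.2 over the 12 pairs of libraries within a group, so no table was a second copy of another of its group; pairs across groups were not compared. Libraries hold different cells, so this does not show that they come from different animals.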

Results

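Single-cell transcriptomes of LT-HSC from aged mice were compared between cells sorted as positive and as negative for the surface protein Dlk1, a non-canonical Notch ligand encoded by an imprinted gene. LT-HSC were defined by the absence of lineage markers, CD48 and CD34 and the presence of CD150, Kit and Sca1. Each group had 4 libraries, for which the labels state 96 cells per library. Of all barcodes in a table, between 28 and 98 carried at least 1000 transcripts. The Dlk1- libraries 1 to 4 kept 98, 36, 97 and 94 barcodes and the Dlk1+ libraries 96, 28, 30 and 91. Summed transcripts on kept barcodes were 519770, 230443, 477668 and 477150 in the Dlk1- libraries and 448023, 104854, 44284 and 515033 in the Dlk1+ libraries. Dlk1+ replicate 3 was shallow: 83 of its 96 used barcodes carried at least 500 transcripts, but only 30 reached 1000 and 4 reached 2000. Dlk1+ replicate 2 and Dlk1- replicate 2 instead had few filled barcodes, with 64 and 60 of 96 under 200 transcripts.

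The genes Gm10800 and Gm26870 together took from 10.0% to 32.01% of the transcripts of a library. Dlk1+ replicate 1 had the highest share and Dlk1+ replicate 4 the lowest. Xist had 1 UMI over the kept barcodes of all 8 libraries, in Dlk1- replicate 2 (4.34 CPM), while the Y-linked gene Ddx3y had 82.9 ± 25.4 CPM in Dlk1+ and 77.6 ± 12.3 CPM in Dlk1- libraries (SD, n = 4 each).

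The unused side of each table served as a background measurement. Outside 10 barcodes, the 728 unused barcodes of the 8 libraries held 23663 UMIs, between 0.560% and 1.34% of the UMIs of a library. The 10 barcodes were numbers 17, 20 to 24 and 29 to 32. In the Dlk1- libraries, where no cells were on that side, they held 25978 UMIs, with at least 49.5% of each library's UMIs there from Hba-a1, Hbb-bs and Hbb-bt. In the own cells of these libraries those 3 haemoglobin genes made up at most 0.00758% of UMIs. In the Dlk1+ libraries the same 10 barcodes were used by sorted cells, so the haemoglobin transcripts on them entered the sums of that group. In the Dlk1- libraries 4 of these barcodes, 17 and 20 in replicates 1 and 3, passed the minimum of 1000 and entered the sums too. For Dlk1, Timp3, the gene lists and the erythroid markers, values are given below with and without the 10 barcodes.

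**Figure D1:**
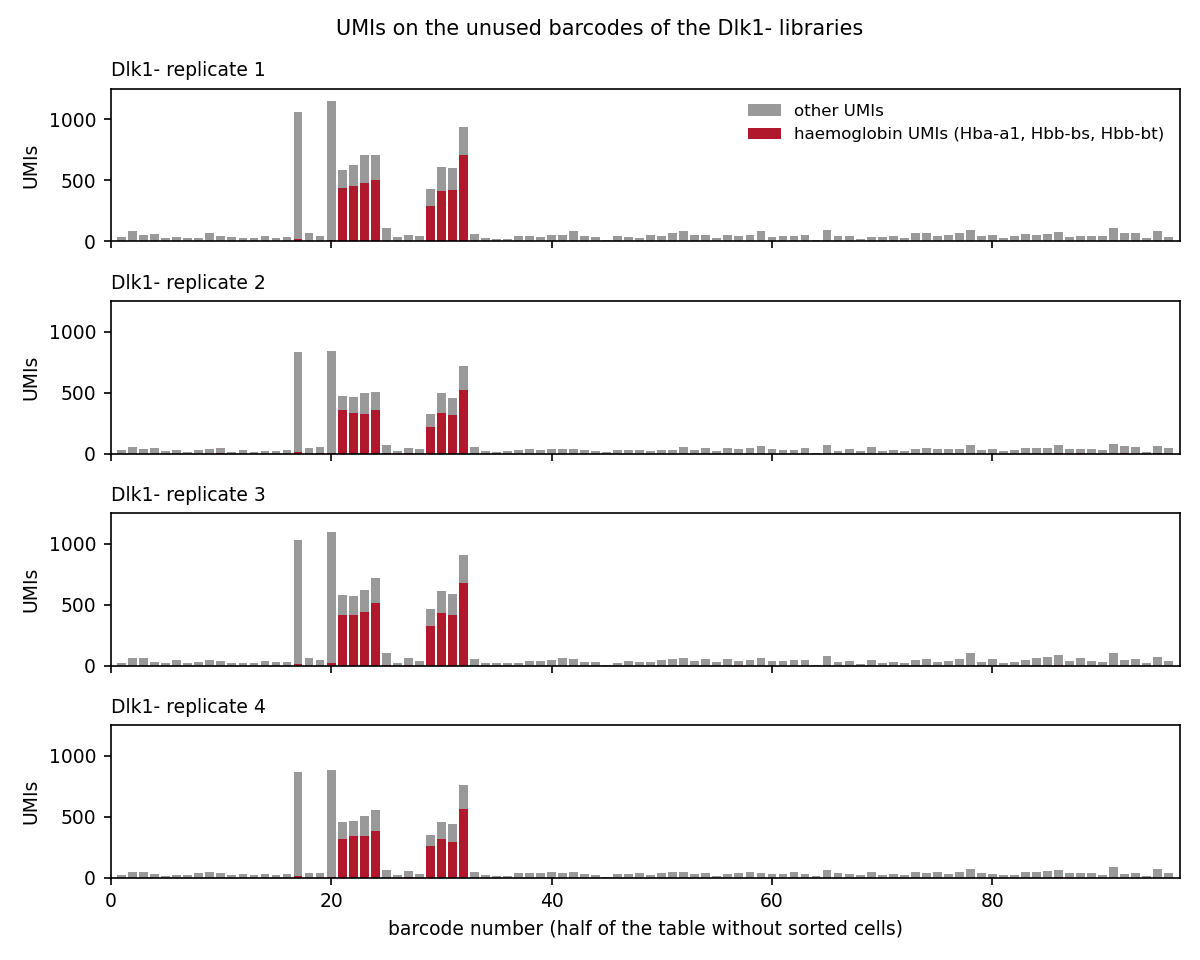
UMIs per barcode (vertical axis) on barcodes 1 to 96 (horizontal axis), the side without sorted cells, in each of the 4 Dlk1- libraries, with the part from 3 haemoglobin genes in red. The same 10 barcodes stand out in all 4 libraries, and 8 of them consist mostly of haemoglobin UMIs.

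The first question was whether the surface sort was reflected in Dlk1 transcripts. Dlk1 had 535 ± 154.999 CPM in Dlk1+ and 35.2 ± 16.8 CPM in Dlk1- libraries (SD, n = 4 each), and every Dlk1+ library (361 to 672 CPM) lay above every Dlk1- library (15.4 to 50.3 CPM). The log2 fold change was 3.98 with a standard error of 0.35 and an adjusted p of 1.01e-05 by limma-voom with Benjamini-Hochberg adjustment. Without the 10 barcodes it was 4.68 with an adjusted p of 0.000746, and Dlk1 had 507 ± 146.1 CPM (358 to 640) in Dlk1+ and 28.6 ± 23.9 CPM (3.86 to 50.3) in Dlk1- libraries. With plate as a block the log2 fold change was 3.98 with an adjusted p of 4.72e-05. The alternative that moved the call most was thinning every cell to 2000 UMIs before summing, with a log2 fold change of 4.27 and an adjusted p of 0.469. That setting left 4 cells in Dlk1+ replicate 3.

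At 2000 UMIs per cell, a Dlk1 transcript was seen in 49.5% ± 18.6 of cells of Dlk1+ libraries and 3.54% ± 3.04 of cells of Dlk1- libraries (SD, n = 4 each), with p of 0.0286 in the two-sided exact permutation test, the smallest this design can give, and 0.171 after adjustment over 6 measures. On plate 5 the shares were 46.7% and 57.7% in Dlk1+ against 1.08% and 2.94% in Dlk1- libraries, and on plate 6 they were 25% and 68.5% against 2.17% and 7.95%. The 25% of Dlk1+ replicate 3 is 1 of 4 cells (95% Wilson interval 4.56 to 69.9), and without this library the difference was 54.1 percentage points. Without any 1 of the Dlk1- libraries the p was 0.0571 (exact permutation), though every Dlk1+ share still lay above every Dlk1- share. With all UMIs the shares were 66.1% ± 22.5 and 6.62% ± 2.82. At that depth 70.2% of 245 Dlk1+ cells and 6.77% of 325 Dlk1- cells had a Dlk1 UMI. Without the 10 barcodes these were 69.5% of 220 and 5.61% of 321 cells. The lowest Dlk1+ share was 33.3% in replicate 3 (95% Wilson interval 19.2 to 51.2) and the highest Dlk1- share was 10.6% in replicate 4 (5.88 to 18.5). Median depth was 3398 transcripts per cell in Dlk1+ and 5040 in Dlk1- libraries, as means of library medians, so the order of the shares runs against depth. On unused barcodes outside the 10 there were 2 Dlk1 UMIs among 23663. The used side of the Dlk1- libraries held 43 Dlk1 UMIs. Unused barcodes had no well in their library, so RNA free in the wells was not measured by them.

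**Figure D2:**
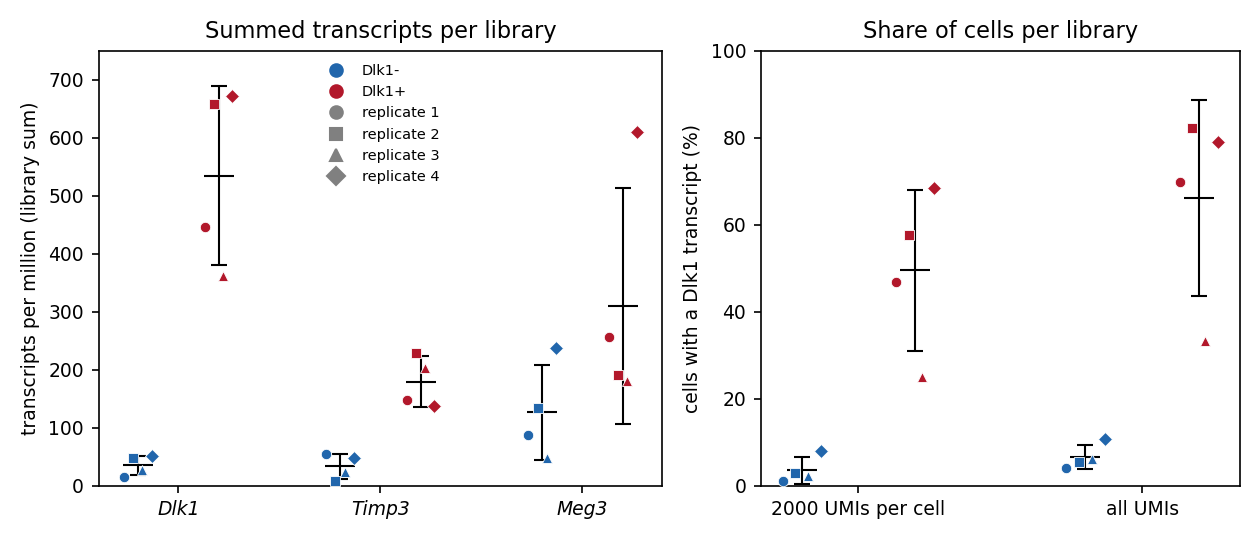
Left, CPM of Dlk1, Timp3 and Meg3 in each library. Right, percent of cells with a Dlk1 transcript at 2000 UMIs per cell and with all UMIs; bars give the mean ± SD of 4 libraries per group. All Dlk1+ libraries lie above all Dlk1- libraries for Dlk1 and Timp3, and the ranges overlap for Meg3.

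Across all genes, 2 of 6028 passed the threshold by limma-voom, Dlk1 and Timp3, both higher in Dlk1+ libraries and 0 lower. At an unadjusted p under 0.05 there were 381 genes. Groups did not overlap in CPM for 198 genes (3.28%, against 2.86% by chance). Timp3 had 179.4 ± 43.9 CPM in Dlk1+ and 33.5 ± 21.3 CPM in Dlk1- libraries (SD, n = 4 each), a log2 fold change of 2.31 with a standard error of 0.37 and an adjusted p of 0.0244 by limma-voom. Timp3 was higher in all 29 alternatives but passed the threshold in 17 of them, with adjusted p between 0.00259 and 0.936. It lost the call without Dlk1- replicate 3 (adjusted p of 0.252), Dlk1- replicate 4 (0.0764), Dlk1+ replicate 1 (0.108) or Dlk1+ replicate 2 (0.0589). With plate as a block the adjusted p of Timp3 was 0.0568, and with replicate number as a block it was 0.0828 (limma-voom). Without the 10 barcodes it was 0.0367 with no block and 0.513 with the replicate block. The number of calls ranged from 0 to 10 over the alternatives, and it was 10 without Dlk1+ replicate 4, with 2 higher and 8 lower.

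Genes that neighbour Dlk1 on chromosome 12 did not pass. Meg3 had 310 ± 203 CPM in Dlk1+ and 126.6 ± 81.6 CPM in Dlk1- libraries (SD, n = 4 each), with a log2 fold change of 1.38, a standard error of 0.42 and an adjusted p of 0.696 by limma-voom. Its fold change was positive in all 29 alternatives. Rian had 29.03 ± 20.4 CPM in Dlk1+ and 13.6 ± 7.12 CPM in Dlk1- libraries, with a log2 fold change of 1.28, a standard error of 0.48 and an adjusted p of 0.772. Mirg had 14.5 ± 17.04 CPM and 6.20 ± 2.95 CPM, too few for the filter, and a two-sided exact permutation p of 0.8286 (n = 4 each). Rian and Mirg had 0 UMIs in Dlk1+ replicate 3, in 30 cells with 44284 transcripts. For 0 of 30 cells the limit set by 3 counts is a share of cells with a UMI of up to 10%, and the upper end of the 95% Wilson interval is 11.4%. No imprinted gene of the fixed list passed, whether adjusted over all genes (0 of 14) or adjusted over the list alone (0).

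Of the 14 gene lists with at least 5 members tested, 4 passed with camera at the preset correlation. These were imprinted genes (14 members, mean log2 fold change 0.41, adjusted p of 0.0153), HSC aging (22 members, 0.21, 0.00271) and erythroid (5 members, 2.65, 0.000219), all higher in Dlk1+ libraries, and ribosomal proteins (74 members, -0.41, 6.08e-06), lower in Dlk1+ libraries. Leaving out Dlk1+ replicate 3, the shallow library of 30 cells, reduced the mean of the ribosomal proteins from -0.41 to -0.12, with an adjusted p of 0.0103. Imprinted genes lost the call without Dlk1+ replicate 1 (adjusted p of 0.164) or Dlk1+ replicate 2 (0.0571), and HSC aging without Dlk1+ replicate 4 (0.0915). The mean of HSC aging fell to 0.08 without Dlk1+ replicate 4 and to 0.09 without Dlk1- replicate 2. That of imprinted genes fell to 0.18 without Dlk1+ replicate 1. With fry and with an estimated correlation 0 lists passed. Without the 10 barcodes, HSC aging (adjusted p of 0.0224) and ribosomal proteins (1.75e-05) passed. Imprinted genes did not (0.258), with a median of -0.04 against a mean of 0.12, and the erythroid list had fewer than 5 members tested. Ribosomal proteins were lower in all 16 alternatives, scaling by library size alone included. The test and the mean differed in sign for the nuclear oxidative phosphorylation and immediate early lists (both higher by the test, with means of -0.08 and -0.06), and for the megakaryocyte list (mean -0.04). None of these passed. No gene of any list passed over all genes. Adjusted over the list alone, there were 4 erythroid, 4 immediate early, 2 HSC aging, 1 HSC, 1 quiescence and 1 nuclear oxidative phosphorylation genes, and 0 in each of the other lists. The lymphoid, myeloid and Notch pathway lists had 3, 3 and 4 members tested and were not tested as lists.

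Other measures per cell did not differ beyond the spread between libraries. The median number of transcripts per kept cell differed by -0.72 on the log2 scale, lower in Dlk1+ libraries (library medians of 3985, 3414, 1300 and 4896 against 4897, 5584, 4683 and 4995 transcripts, with plate 5 given first; log2 mean 11.57 ± 0.85 against 12.30 ± 0.11, SD, n = 4 each; two-sided exact permutation p of 0.0571, 0.171 adjusted over 6 measures). The difference was -0.95 without Dlk1+ replicate 4, with p of 0.0286 (exact permutation), and -0.31 without Dlk1+ replicate 3. At 2000 UMIs per cell the median number of genes was 964 ± 66.9 in Dlk1+ and 986 ± 54.5 in Dlk1- libraries (exact permutation p of 0.571, n = 4 each). With all UMIs it was 1373 ± 575 and 1908.5 ± 113.1 (exact permutation p of 0.114). With Gm10800 and Gm26870 left out, all Dlk1+ libraries had fewer genes per cell at 2000 UMIs than all Dlk1- libraries (1072 to 1133.5 against 1139 to 1152; exact permutation p of 0.0286), a setting that left 1 cell in Dlk1+ replicate 3. The median mitochondrial share was 11.7% ± 2.51 and 10.7% ± 1.49 (exact permutation p of 0.600, n = 4 each).

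The summed S phase list had 1530 ± 310 CPM in Dlk1+ and 1372 ± 211 CPM in Dlk1- libraries (exact permutation p of 0.571, n = 4 each). The G2M list had 2490 ± 597 and 2508 ± 748 CPM (exact permutation p of 1, n = 4 each). Their direction changed with the setting: the S phase difference was negative as a mean of log2 CPM over the list, and the G2M difference was positive in 3 of 11 settings and in 4 of the 8 that left out a library. Summed HSC markers had 1790 ± 336 CPM in Dlk1+ and 1714 ± 286 CPM in Dlk1- libraries (exact permutation p of 0.629, n = 4 each). Among the 9 marker classes the smallest exact permutation p was 0.0571, for stroma (58.3 ± 35.8 and 16.9 ± 9.75 CPM, n = 4 each), or 0.386 after adjustment. Erythroid markers had 3841 ± 3034 and 93.2 ± 60.3 CPM, and 95.3 ± 38.9 and 57.7 ± 25.2 CPM without the 10 barcodes. The exact permutation p of the other 6 classes (megakaryocyte, myeloid, B cell, T cell, endothelium and cycling) was at least 0.2.

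**Figure D3:**
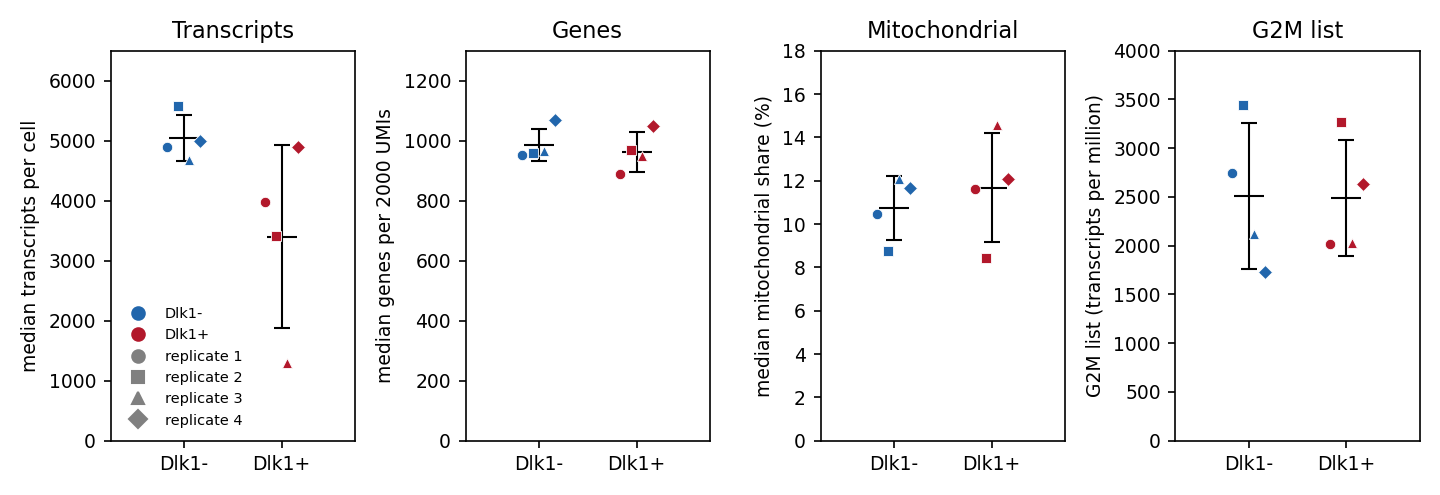
Median transcripts per cell, median genes at 2000 UMIs per cell, median mitochondrial share in percent and CPM of the G2M list, each as 1 point per library with the mean ± SD of 4 libraries per group. The groups overlap in all 4 panels, and Dlk1+ replicate 3 has the lowest number of transcripts.

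The last question was whether the sorted cells separated in expression space when Dlk1 was left out. Over 518 cells, 45.2% of neighbours from other libraries came from the same group, against a mean of 42.9% over the 70 assignments (one-sided exact permutation p of 0.400). The value was 60.2% without Dlk1+ replicate 4 and 56.6% without Dlk1+ replicate 1 (both p of 0.0571 over 35 assignments, exact), and 37.3% without Dlk1- replicate 3. With plate means subtracted it was 47.8% (p of 0.257, exact). Leiden clustering gave 4 clusters, the smallest of 18 cells. No cluster passed 0.05 after adjustment, but with 4 clusters and a smallest possible p of 0.0286 a single cluster cannot fall below 0.114, so this count of 0 does not show that the shares were equal. The smallest p was that of cluster 3, with 20.5% ± 4.23 of cells of Dlk1+ and 35.7% ± 3.298 of cells of Dlk1- libraries (exact permutation p of 0.0286, 0.114 adjusted over 4 clusters, n = 4 each). Dlk1+ replicate 3 enters these shares with 4 cells. The smallest p over the clusters was 0.0286 in 8 of 11 other settings, 2 of the 4 other random seeds among them, and it was 0.343 and 0.286 with the remaining seeds and 0.286 at a resolution of 0.25. Without Dlk1+ replicate 4, 3 of 4 clusters passed. Cluster 4 held 8.70% of the cells of Dlk1+ replicate 1 and 11.2% of those of Dlk1+ replicate 4, was found in no other library, and did not form without the 10 barcodes. No cluster was given a cell type name. Ranked by ratio to the other cells, cluster 3 had Mki67, S100a8, S100a9 and Top2a first, all named outside the rule. Their means in it were 0.32, 0.313, 0.233 and 0.4 UMIs per cell. Mki67 and Top2a belong to the cycling markers, whose sum had p of 0.857 between the groups (exact permutation).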

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

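The tests of misread barcodes, of free haemoglobin RNA, of fixed relative amounts per barcode, of plate, of depth per cell and of Dlk1 without the 10 barcodes were chosen after the result had been seen, and the others before. Of the 46 groups of 4 libraries looked at for a library far from the others, 4 were flagged, where chance flags about 1 in 20.

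Signal appeared on barcodes that no sorted cell of the Dlk1- libraries used. The 10 barcodes held 25978 UMIs in these 4 libraries, with a median per barcode of 484.5 to 664.5 in a library, against 34 to 43 on the other 86 unused barcodes. They had 2 profiles. Barcodes 21 to 24 and 29 to 32 held mostly haemoglobin UMIs (7630 of Hba-a1, 2762 of Hbb-bs and 2556 of Hbb-bt). Barcodes 17 and 20 held 7764 UMIs, among them 80 of Serpina1a, 69 of Alb, 69 of Ttr and 49 of Afp. The own side of the same libraries had 0, 2, 0 and 12 UMIs of these genes, and 1197 UMIs of Apoe, which was abundant on barcodes 17 and 20 too. These genes were named after their values were seen.

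Misread barcodes of the own cells are excluded as the source: the haemoglobin share at the 10 barcodes was at least 6728 times that in the own cells in every Dlk1- library. Gm10800 and Gm26870, which took between 10.9% and 23.5% of UMIs in the own side, took between 0.573% and 1.32% there. Free haemoglobin RNA in the wells of the sorted cells is argued against too, since haemoglobin UMIs per barcode were at least 947 times those of the used side. A candidate explanation is 1 outside source that reaches every library with the same relative amounts per barcode. The absolute amounts differed, from 358 to 3751 haemoglobin UMIs at the 10 barcodes per library. Over the 8 barcodes rich in haemoglobin, the UMIs correlated between all 28 pairs of the 8 libraries, across barcodes, with r of at least 0.859 (highest 0.992). Barcode 32 was highest and barcode 29 lowest in all 8 libraries. A match of the remaining genes barcode by barcode could not decide: 24 of 120 best matches (20%) fell on the same barcode, above the 10% of chance but equal to the 20% that 2 shared profiles alone give.

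The kind of source was tested with gene lists not looked at before. Of a fresh liver list (13 genes, 12 in the tables, 5 of them with a UMI in the own side), 96.4% of the UMIs in the unused side (53 UMIs) lay on barcodes 17 and 20. They made up 0.683% of UMIs there, 0% on the other 8 barcodes and 0.000363% in the own side. Of a fresh erythroid list without haemoglobin (12 genes, 8 with a UMI in the own side), 86.8% of the UMIs in the unused side (33 UMIs) lay on the 8 barcodes, at 0.181% of UMIs against 0.00726% in the own side. The list of 6 liver genes chosen from these libraries had 356 UMIs on barcodes 17 and 20 and 17 in the own side. Fetal liver, which holds both hepatic and erythroid cells, may be the source. Whether its molecules entered through shared sequencing, shared primers or reagents was not tested, and no biological explanation was tested.

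This matters for 3 readings. The barcodes also carried 18 Dlk1 UMIs in the Dlk1- libraries, all on barcodes 17 and 20, against 43 in the own side. They made up 6 of the 8 Dlk1 UMIs kept in replicate 1 and 7 of the 13 kept in replicate 3, so part of the Dlk1 signal counted in the Dlk1- group may be foreign. The higher Dlk1 of the Dlk1+ libraries does not come from these barcodes, since its adjusted p by limma-voom was 0.000746 without them. The same holds for Timp3, with an adjusted p of 0.0367. The imprinted list lost its call without the 10 barcodes (adjusted p of 0.258 by camera), with 11 members tested against 14. The erythroid list then had fewer than 5 members and was not tested.

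Timp3 stays open in another way. The cells of each group lay on 1 side of the barcodes, 96 per side, so a difference between the barcode sides cannot be told apart from the sort for Timp3. Stromal cells among the sorted cells are argued against: of the 42 Dlk1+ cells with a Timp3 UMI at equal depth, 2.38% carried a stroma UMI (95% Wilson interval 0.422 to 12.3), against 7.43% of cells without, and 97.6% carried an HSC marker UMI. For Dlk1 the shares were 3.81% of cells with and 9.41% of 85 cells without. The summed stroma list had been seen before these tests were written, the shares per cell had not. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave at least 2 genes, the real one, and the others gave 0. This is the smallest share the design can give. Chance can be excluded only for a count that includes Dlk1, the gene of the sort, which was bound to differ, and it is not excluded for Timp3 alone, which missed the threshold in 12 of 29 alternatives. For the gene lists 23 of the 35 splits gave at least 4, so chance cannot be excluded there. The split by plate gave 3 lists and 0 genes. The difference in the sort itself remains an open explanation for Timp3.

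Dlk1- replicate 4 had the most genes per cell of its group, 1067.5 at 2000 UMIs against 953 to 964.5 in the other 3 libraries. The plate is argued against as the whole cause, since the other Dlk1- library of that plate had 964.5. The share of transcripts taken by Gm10800 and Gm26870, lowest in this library of its group, may explain it: without these genes it had 1147 genes, inside the range of 1139 to 1152, and its gap over the range was -0.38. Dlk1+ replicate 4 showed the same pattern in its group, with 1050 genes against 888 to 968.5 in the other 3 libraries, the lowest share of these genes, and 1122.5 genes without them, inside the range of 1072 to 1133.5. No biological explanation was tested.

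Dlk1- replicate 4 also had the lowest S phase share of its group, 1061 CPM against 1449 to 1528 in the others. Plate is argued against as the whole cause, since the other Dlk1- library of that plate had 1449 CPM. Without Gm10800 and Gm26870 the gap over the range fell to 0.772, which met the level set beforehand for blaming them, but the gap itself widened from 388 to 677 CPM, so these genes are argued against as the cause. No biological explanation was tested.

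Dlk1- replicate 2 had the fewest kept barcodes, 36 against 94 to 98, and the fewest transcripts on them, 230443 against 477150 to 519770. Low depth per cell is argued against, since its median of 5584 transcripts per kept barcode was the highest of its group and the 60 other barcodes of its used side carried under 200 transcripts. Wells without a cell, or with a cell that failed, remain open and cannot be separated here. No biological explanation was tested.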

How the results depend on the processing

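Alternatives without the 10 barcodes, with 1 barcode side, without Gm10800 and Gm26870, with limma-trend or library quality weights, and with thinning to 1000 UMIs for the graph were chosen after seeing the data. The edgeR and DESeq2 fits were not run. The alternatives gave a value for every other planned setting except the ratio to spike-ins. Rian did not pass the filter in 6 of the 21 settings other than leaving out a library. The limit on Kcnq1ot1 removed 0 cells and says nothing about stability. A minimum of 3000 transcripts left 7 libraries.

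The number of genes past the threshold, 2, became 4 without an expression filter (3 higher and 1 lower), 4 with 1 barcode side (Dlk1, Ttr, Timp3 and Igf2), 1 with plate as a block, 1 with limma-trend, and 0 with equal cell numbers, with cells thinned to 2000 and with a minimum of 2000 transcripts. In these last 3 settings 7.88%, 4.04% and 5.55% of the tested genes had an unadjusted p under 0.05 by limma-voom. Equal numbers drew 28 cells per library and tested 1713 genes. It was 1 to 10 when a library was left out. With the replicate block it was 4, and with the replicate block and without the 10 barcodes it was 1. It was 2 or 3 in the remaining 12 settings, without the 10 barcodes included.

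The replicate numbers did not meet the level set for pairing. Deviations of same-numbered libraries from their group means correlated with r between 0.05 and 0.08 over 4 pairs, under the minimum of 0.1. All 4 lay above the 12 other pairs (-0.06 to 0.01), so a factor shared by replicate number is not excluded. With the replicate block 4 genes passed (Dlk1, Hbb-bs, Hbb-bt and Hba-a1), and Timp3 had an adjusted p of 0.0828. With it 5 gene lists passed, S phase (adjusted p of 0.0327) being added to the 4. With the replicate block and without the 10 barcodes 1 gene passed, Dlk1, and the only haemoglobin gene still tested, Hba-a1, had an adjusted p of 0.883, so transcripts carried on these barcodes may explain the haemoglobin calls. The exact sign-flip test by replicate number, whose smallest p is 0.125, gave that p for the share of cells with a Dlk1 transcript (difference 45.96 percentage points).

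The Dlk1 log2 fold change was positive in all 29 alternatives (3.603 to 5.00) and passed the threshold in 26, with adjusted p from 4.88e-10 to 0.469. It did not pass with equal cell numbers (4.52, adjusted p of 0.0663), with cells thinned to 2000 (4.27, 0.469) or with a minimum of 2000 transcripts (4.21, 0.299). Those settings leave fewer transcripts in Dlk1+ replicate 3, which kept 4 cells when thinned to 2000 or at a minimum of 2000. A minimum of 3000 left 0 of its cells, and Dlk1 passed there (5.00, adjusted p of 9.49e-06 by limma-voom). Leaving out only this library gave 4.25 with an adjusted p of 5.59e-08. The lost calls may therefore come from this library, but those settings were not rerun without it. The leave-one-out values were 3.603 to 4.25. Timp3 was positive in all 29, passed in 17 and had log2 fold changes from 2.00 to 3.14. Meg3 (0.95 to 1.72) was positive in all 29 and Rian (0.53 to 1.61) in all 23, with no setting past the threshold.

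The difference in the share of cells with a Dlk1 transcript was positive throughout. It had p of 0.143 with at least 2 transcripts required (31.2 percentage points). Without Gm10800 and Gm26870, with 1 cell left in Dlk1+ replicate 3, p was 0.143 too (43.1 points). The difference was 39.6 to 54.1 points when a library was left out. Its p was 0.0571 without any 1 of the Dlk1- libraries, although the groups stayed separated. The difference in median transcripts was -0.95 to -0.31 when a library was left out, and negative in all 10 other settings. Genes per cell differed by -35.1 without Gm10800 and Gm26870 (p of 0.0286) and by -51.1 to 4.75 when a library was left out. The mitochondrial difference reversed with a minimum of 2000 (-0.413 percentage points) or 3000 transcripts (-0.0671), and ran from -0.0303 to 2.01 points when a library was left out. The S phase difference reversed as a mean of log2 CPM (-0.28). It ran from 6.76 to 239 CPM when a library was left out, lowest without Dlk1+ replicate 2. The G2M difference reversed with a minimum of 3000 transcripts (377 CPM), without the 10 barcodes (18.4 CPM) and without Gm10800 and Gm26870 (114.9 CPM), and ran from -280 to 292 CPM when a library was left out. All these p-values come from exact permutation tests, and the causes were not tested.

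The number of gene lists past the threshold, 4, became 0 with an estimated correlation, 0 with fry, 2 with a mean of at least 50 CPM, 2 with a minimum of 2000 transcripts and 2 without the 10 barcodes, and 3 to 7 when a library was left out, with 7 without Dlk1- replicate 1. Over the alternatives the ribosomal protein list passed in 14 of 16, HSC aging in 12 of 16, imprinted genes in 9 of 16 and erythroid in 11 of 13, each in 1 direction throughout. The lists were not tested at a minimum of 500 transcripts. There Hba-a1, Hbb-bt and Hbb-bs of the erythroid list reversed, with log2 fold changes of -1.80, -1.40 and -1.69. At the minimum of 1000 these were 4.43, 4.10 and 4.51. Other lists passed in some settings. At a minimum of 2000 transcripts the 2 were ribosomal proteins and the mitochondrial genome. S phase passed without Dlk1- replicate 1, 2 or 3 or Dlk1+ replicate 4, G2M without Dlk1- replicate 1 or 2, interferon response without Dlk1- replicate 1, the mitochondrial genome without Dlk1+ replicate 1, and immediate early (adjusted p of 0.00105) and MHC class II without Dlk1+ replicate 3. Neighbour mixing fell to 42.1% with thinning to 1000, below the mean of 42.9% over assignments, and ran from 37.3% to 60.2% when a library was left out. The number of clusters that differed was 0 in all 11 other settings and 0 to 3 when a library was left out, with 3 without Dlk1+ replicate 4. The zeros say nothing about stability, since a single cluster of 4 cannot fall below 0.114 after adjustment, and the smallest p before adjustment was the lowest possible in 8 of the 11.

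Depth limits these results most in Dlk1+ replicate 3, with 44284 transcripts in 30 cells. At the depth of the 8 libraries and the set dispersion of 0.1, the simulated test recovered 85% of genes changed 4-fold and 0% of those changed 2-fold. The spread between the real libraries was not put into it. The 85% therefore does not show that 4-fold changes would have been called here.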

Other observations

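All tests of this part were written before their values were seen.

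Meg3 lies beside Dlk1, and cells with a Dlk1 transcript may carry more Meg3. Among Dlk1+ cells outside the 10 barcodes, thinned to 2000 UMIs, those with a Dlk1 UMI had 1.19 Meg3 UMIs per cell and the 85 without had 0.612. The difference within libraries was 0.459 UMIs per cell, with a one-sided p of 0.0248 over 10000 shuffles of the Dlk1 calls within libraries, and 0.0496 adjusted over the 2 genes tested this way. Cells are not replicates, and the result rests on some libraries: p was 0.253 without Dlk1+ replicate 4 and 0.0666 without Dlk1+ replicate 1, and in Dlk1+ replicate 2 the order was the opposite (0.357 with and 0.818 without). It is a hypothesis for a larger set of cells.

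Whether Timp3 follows Dlk1 from cell to cell was left undecided at this depth. Cells with a Dlk1 UMI had 0.448 and cells without had 0.318 Timp3 UMIs, a difference within libraries of 0.0919, with a one-sided p of 0.269 over 10000 shuffles. The p lay between 0.120 and 0.438 when 1 library was left out.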
